A study of Mus musculus with 15 samples. Its data were reported in "A β-catenin-driven switch in TCF/LEF transcription factor binding to DNA target sites promotes commitment of mammalian nephron progenitor cells" (2021).

How the data were processed

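RNA was sequenced from 15 mouse libraries in 5 groups of 3. The cells came from the cortex of kidneys of Swiss Webster mouse embryos at embryonic day 16.5 and were separated with magnetic beads (MACS) into nephron progenitor cells (NPC) and an NPC-free cortical preparation (NFC). NPC and NFC were collected freshly isolated, and further NPC were cultured for 24 hours with the GSK3 inhibitor CHIR99021 (CHIR), which stabilises β-catenin, at 0 µM (no CHIR), 1.25 µM (low CHIR) or 5 µM (high CHIR). The labels do not describe the replicates; by the study's methods they were biological ones from different litters, run at separate times. Libraries were made from polyadenylated RNA with a stranded kit.

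The authors deposited a table of length-scaled abundances (TPM) for 42551 RefSeq transcripts, and lists of differing transcripts with the ratio (fold) of the mean TPM of both groups and the −log10 p-value of their DESeq2 test. The submitters' processing notes name bcl2fastq 2.17, TopHat2, Partek and the mm10 build, whereas the study's methods describe STAR alignment and Partek expectation-maximisation. Which aligner made the deposited TPM could not be settled. Each library's TPM summed to 362350, and why all share this total is unknown. TPM keep no read depth. The sequencing depth is therefore unknown and no counting interval was computed. One further per-sample column of the table, a high-CHIR column with no sample in the labels (1 column), was not used in any step.

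TPM of the transcripts of a gene were summed to 24981 gene symbols, of which 8296 had several transcripts. Spreadsheet software had turned 24 symbols (74 transcripts) into dates, and these were recovered from the RefSeq identifiers. The expectation-maximisation step divides reads between transcripts and near-identical copies, so sums over a gene were tested rather than transcripts, and values of near-identical copies such as the α- and β-globin genes are uncertain. Gene positions were taken from GENCODE vM21 on GRCm38, which is the mm10 build named in the submitters' notes; the deposited tables give no positions of their own.

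The design fixed before the data were examined assumed read counts. Since the table held TPM, the test planned for that unit was used in its place: limma on log2(TPM + 1), with a robust empirical Bayes trend, on the 6 libraries of each comparison alone. Genes entered a comparison when at least 3 of its libraries had 1 TPM or more. Fold changes are differences of mean log2(TPM + 1), which understate the change of genes at low levels. Genes with a Benjamini-Hochberg adjusted p under 0.05 were called, and called genes that changed over 3-fold (over 2-fold between low and no CHIR) with a mean over 5 TPM in the higher group were counted separately as large changes. The 4 comparisons were NPC with NFC, high CHIR with low CHIR, low CHIR with no CHIR, and low CHIR with freshly isolated NPC. R 4.3.3, limma 3.58.1 and statmod 1.5.0 were used for the fits, and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 for tables and plots.

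A set of 27 gene lists was fixed before the data were examined: NPC regulators, nephron induction genes, canonical Wnt targets, TCF/LEF and TLE genes, Wnt9b-dependent genes, S phase genes, G2/M genes, p53 targets and CDK inhibitors, sterol synthesis, fatty acid synthesis, glycolysis and hypoxia, immediate early genes, heat shock, the integrated stress and unfolded protein responses, Notch, FGF feedback, BMP and TGF-β targets, retinoic acid, smooth muscle contractile genes, and markers of interstitium, ureteric epithelium, endothelium, erythroid cells, myeloid cells, podocytes, proximal tubule, and loop of Henle with distal tubule. Members named by the study on these samples are 9 of the NPC regulators, 7 of the induction genes, the Jun genes of the immediate early list, and Podxl and Mafb of the podocyte list. The study also names the theme of sterol synthesis for cultured against fresh NPC, cell cycle terms for low against no CHIR, Wnt signalling for high against low CHIR and the TCF/LEF genes in high CHIR, and Wnt9b-dependent genes for low against no CHIR. The study examined 16 of the last and its text names Pla2g7 and Fam19a5, whereas the list used here has 14 members, both of these included, and was not checked against the others. Lists with at least 3 tested genes were compared with all other genes by limma's camera with its preset correlation of 0.01, which made 96 list tests, adjusted together. The tests were repeated with a correlation estimated for each list, under which none was called. Calls of single members were also adjusted over the list alone. The sterol synthesis list also holds Ldlr and Pcsk9, which are not synthesis genes.

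Genes named in the text followed a rule fixed before the data were examined. For each comparison these were the 6 largest rises and the 6 largest falls among called genes with a mean over 5 TPM in the higher group whose 3 values in one group all lay above the 3 of the other (without predicted genes and near-identical copies), of each list discussed up to 4 called members with the largest change and up to 2 members that were not called, and 10 fixed genes (Six2, Cited1, Wnt4, Jag1, Lhx1, Fgf8, Tcf7l1, Tcf7l2, Tcf7 and Lef1).

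The fit was tested on simulated data made from the means and spread of the real libraries, with 100 genes changed 2-fold and 100 changed 4-fold. The changed genes were picked among those with a mean level above 5 TPM on the log2 scale in the second-named group. It recovered 98% and 99% of these for NPC with NFC, 72% and 94% for high with low CHIR, 86% and 100% for low with no CHIR, and 84% and 96% for low CHIR with NPC. Unchanged genes made up 7.94%, 5.68%, 2.11% and 5.76% of the genes called in these simulations, above the threshold of 0.05 in 3 of the 4. With no gene changed it called 0 genes in each of the 4 simulated comparisons. The simulated values varied independently between genes and libraries, whereas real libraries shared deviations across genes. These rates were therefore not shown to hold for the real data or for genes at lower levels. Groups share replicate numbers, so the number was checked as a possible pairing. Between NPC and NFC the deviations of same-numbered libraries from their group means correlated across genes in every pair, at r of 0.124, 0.47 and 0.166, each over the bound of 0.1, so the numbers were taken to pair these libraries and blocked values are given where they change a call. NPC 1 correlated more with NFC 3 (0.259) and NPC 3 more with NFC 1 (0.273), so the pairing is uncertain. The alternatives were quantile normalization, a pseudocount of 0.1, no filter on low values, all 15 libraries in one fit, the replicate number as a block, transcripts in place of genes, each replicate left out in turn, the estimated correlation and fry for the lists, and, added after the data were seen, removal of the 10 haemoglobin genes and Rn45s with rescaling, a term for 3 libraries that stood apart, and leaving those 3 out.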

Results

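Gene expression was measured by RNA sequencing of polyadenylated RNA in 15 libraries, 3 from each of 5 groups: freshly isolated NPC, the NPC-free cortical preparation (NFC), and NPC cultured for 24 hours with 0, 1.25 or 5 µM CHIR (no, low and high CHIR). CHIR99021 inhibits GSK3 and so raises β-catenin, the co-activator of canonical Wnt signalling. Every library's TPM summed to 362350, and between 10934 and 11972 genes per library reached 1 TPM. Read depth is unknown. Haemoglobin genes took 12.9%, 7.99% and 7.82% of the TPM of the NFC libraries and at most 0.0097% in the other groups. The ribosomal RNA precursor Rn45s took 8.03% of high CHIR 3 and between 0.147% and 0.675% of the other libraries. High CHIR 3 also comes from another library name series than the other cultured libraries. All group values are mean TPM ± SD with n = 3, and all gene tests are limma tests with Benjamini-Hochberg adjustment. By the rule of choice, the values of both groups did not overlap for genes given as a largest rise or fall, which chance alone gives for 10% of genes.

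The comparison of NPC with NFC asked which genes set nephron progenitors apart from the other cells of the cortex. Six2, the transcription factor that maintains the progenitor state, stood at 189.6 ± 15.5 TPM in NPC against 10.2 ± 4.38 TPM in NFC, a log2 change of 4.15 (adjusted p = 0.000165). Cited1, a co-activator of uncommitted progenitors, stood at 188.7 ± 34 against 11.8 ± 7.36 TPM (4.03, adjusted p = 0.00205), and Eya1, a Six2 partner, at 69.6 ± 9.02 against 3.82 ± 1.48 TPM (3.91, adjusted p = 9.38e-06). The other largest rises were in Spock2 (3.80), Crym (3.76) and Col2a1 (3.32), a cartilage collagen gene. The largest falls were in Alas2 (-6.47, adjusted p = 2.78e-08), which starts haem synthesis in erythroid cells, Fabp4 (-5.77), Eng (-4.01, adjusted p = 5.02e-10), an endothelial co-receptor, Snca (-3.79), Calb1 (-3.71) and Gimap4 (-3.53). On GRCm38, Six2 (NM_011380) lies on chromosome 17 from 85684277 to 85688274, Cited1 on chromosome X from 102247381 to 102252181, Eya1 on chromosome 1 from 14168954 to 14310235 and Alas2 on chromosome X from 150547375 to 150570638.

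Of 13 NPC regulators tested, 12 rose and 1 fell, and 12 and 1 adjusted over the list alone (median log2 change 2.55, camera adjusted p = 2.79e-05; adjusted p = 0.418 with an estimated correlation). The study named 9 members of this list on these samples, so the count is not independent evidence. Of 14 Wnt9b-dependent genes (the study examined 16 and its text does not name them all), 13 rose and 1 fell, the same numbers adjusted over the list alone (median 1.55, camera adjusted p = 0.000171; adjusted p = 0.422 with an estimated correlation). Among the fixed genes of induction, Wnt4, the ligand that drives tubule formation, stood at 26.3 ± 1.92 against 6.14 ± 1.29 TPM (1.95, adjusted p = 1.76e-07) and Fgf8, a survival factor, at 9.27 ± 0.612 against 4.13 ± 1.4 TPM (1.03). The Notch ligand gene Jag1 stood at 20 ± 1.52 against 13.2 ± 1.87 TPM (0.57, adjusted p = 0.000381; 0.114 with all 15 libraries in one fit). Lhx1, a renal vesicle factor, stood at 19.4 ± 2.18 against 12.7 ± 4.08 TPM (0.60, adjusted p = 0.039). The call of Lhx1 was lost without any 1 of NPC 1, NPC 2, NPC 3, NFC 2 and NFC 3 (adjusted p of 0.126, 0.177, 0.09, 0.0527 and 0.107) after removal of haemoglobin genes and Rn45s (0.0886), with quantile normalization (0.0596) and with all 15 libraries in one fit (0.249). Of 16 induction genes, 9 rose and 3 fell, also adjusted over the list alone, and the list was not called (camera adjusted p = 0.248; 0.0337 without NFC 1). Of the TCF/LEF genes, Tcf7l1, mainly a repressor of Wnt targets, stood at 35.8 ± 1.11 against 24.5 ± 0.481 TPM (0.53, adjusted p = 1.9e-05; 0.169 with all 15 libraries in one fit) and Tcf7l2 at 6.77 ± 0.87 against 3.94 ± 0.372 TPM (0.65). Lef1, an activator and itself a Wnt target, fell by 0.73 on the log2 scale from 8.02 ± 0.787 to 4.48 ± 0.803 TPM (adjusted p = 0.000176). Tcf7 stood at 8.77 ± 0.412 against 8.15 ± 0.759 TPM (0.10, adjusted p = 0.361), with a log2 change of -0.03 after removal of haemoglobin genes and Rn45s. TCF/LEF and TLE genes as a list (5 of 10 rose and 3 fell, also over the list alone; camera adjusted p = 0.697) and Wnt targets (3 of 11 rose and 6 fell, 4 and 6 adjusted over the list alone; 0.352) were not called.

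Markers of other cells of the cortex were lower in NPC. By the study's methods, NPC were enriched by removing other cell types with antibodies and beads. Lower markers of such cells, here and among the largest falls above, therefore follow from the sort and are not independent evidence. All 11 tested interstitial markers fell, and 11 adjusted over the list alone (median -2.37, camera adjusted p = 2.3e-08; adjusted p = 0.418 with an estimated correlation), among them Pdgfra, a stromal growth factor receptor gene, at 11.6 ± 1.45 against 90 ± 8.28 TPM and Col3a1 at 77.1 ± 15.7 against 450.9 ± 76 TPM. Of 12 endothelial markers, 11 fell, also adjusted over the list alone (median -2.91, camera adjusted p = 1.5e-07; adjusted p = 0.429 with an estimated correlation), with Pecam1 at 0.133 ± 0.0491 against 10.3 ± 4.53 TPM and Emcn at 1.31 ± 0.371 against 19.7 ± 5.51 TPM. The junction gene Cldn5 stood at 10 ± 3.77 against 7.95 ± 3.13 TPM (adjusted p = 0.472; 0.00757 with the replicate number as a block). Of 9 ureteric markers, 1 rose and 7 fell, 1 and 8 adjusted over the list alone (median -1.80, camera adjusted p = 0.000234; adjusted p = 0.511 with an estimated correlation), with Wnt11, expressed at ureteric tips, at 1.26 ± 0.204 against 10.5 ± 2.68 TPM. Krt18 stood at 7.75 ± 1.96 against 11.4 ± 2.09 TPM (adjusted p = 0.0502; 0.0337 with the block, 0.0484 without NPC 2, 0.0181 without NFC 1, 0.0125 after removal of haemoglobin genes and Rn45s and 0.0202 with quantile normalization). All 8 erythroid markers fell, also over the list alone (median -8.01, camera adjusted p = 8.69e-09; adjusted p = 0.418 with an estimated correlation), in the same libraries in which haemoglobin took 7.82% to 12.9% of the NFC values. Myeloid markers (4 of 12 fell, 1 adjusted over the list alone) were not called (camera adjusted p = 0.0567; 0.0421 with the block, and 0.0104, 0.034 and 0.00952 without NPC 2, NFC 2 and NFC 3). No member of the 4 tested podocyte genes passed (camera adjusted p = 0.935; median and mean above 0, test direction down), Podxl and Mafb of which the study also names on these samples. Of 3 proximal tubule genes 1 fell, also over the list alone (0.283), and 1 gene of the loop of Henle and distal tubule reached the filter, too few for a test.

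Retinoic acid genes were also lower in NPC than in NFC. Of 9 tested, 1 rose and 7 fell, also adjusted over the list alone (median -1.32, camera adjusted p = 0.00336; adjusted p = 0.429 with an estimated correlation). Aldh1a2, which makes retinoic acid, stood at 143.2 ± 12.5 against 394.4 ± 29.1 TPM (-1.46), and Crabp1, a retinoic acid binding protein gene, at 12.5 ± 3.81 against 55.4 ± 4.9 TPM (-2.10). Stra6, a retinol receptor gene, had a change of 0.06 (adjusted p = 0.559), which was -0.07 after removal of haemoglobin genes and Rn45s and -0.02 without NFC 1. Of 22 G2/M genes, 11 fell and none rose, also adjusted over the list alone (median -0.23, camera adjusted p = 0.00219; adjusted p = 0.688 with an estimated correlation), with cyclin gene Ccna2 at 46.6 ± 3.94 against 67.8 ± 5.65 TPM and Ccnb2 at 42.5 ± 2.11 against 61.4 ± 3.42 TPM. Of 18 immediate early genes, 2 rose and 8 fell, also adjusted over the list alone (median -0.53, camera adjusted p = 0.0134; adjusted p = 0.675 with an estimated correlation); the study names the Jun genes of this list. Nr4a1 stood at 55 ± 11.8 against 115 ± 11.1 TPM and Klf6 at 14.7 ± 0.739 against 39.4 ± 4.64 TPM, while Myc rose from 13.6 ± 1.68 to 47.7 ± 4.39 TPM (1.74). Fos stood at 464.2 ± 128 against 692.7 ± 54.5 TPM (adjusted p = 0.0801; 0.0093 with the block, 0.000152 without NPC 2, 0.0026 with quantile normalization, 0.00651 with all 15 libraries in one fit, 0.0124 after removal of haemoglobin genes and Rn45s and 0.0476 with no filter on low values). For Ier2 the adjusted p was 0.0566, which became 0.0148 with the block and 0.000489 without NPC 2.

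In all, 7321 of 12086 tested genes were called between NPC and NFC, of which 61.6% were higher in NPC, and 592 changes were large (201 higher and 391 lower). After removal of haemoglobin genes and Rn45s, which moved the median change of all genes from 0.12 to -0.01, the count was 7013 with 44.5% higher, so the changes above include a shift of this size. A pseudocount of 0.1 enlarged the falls of Calb1, Gimap4 and Pecam1 by over 1.5 times, to -6.85, -6.05 and -5.42.

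**Figure D1:**
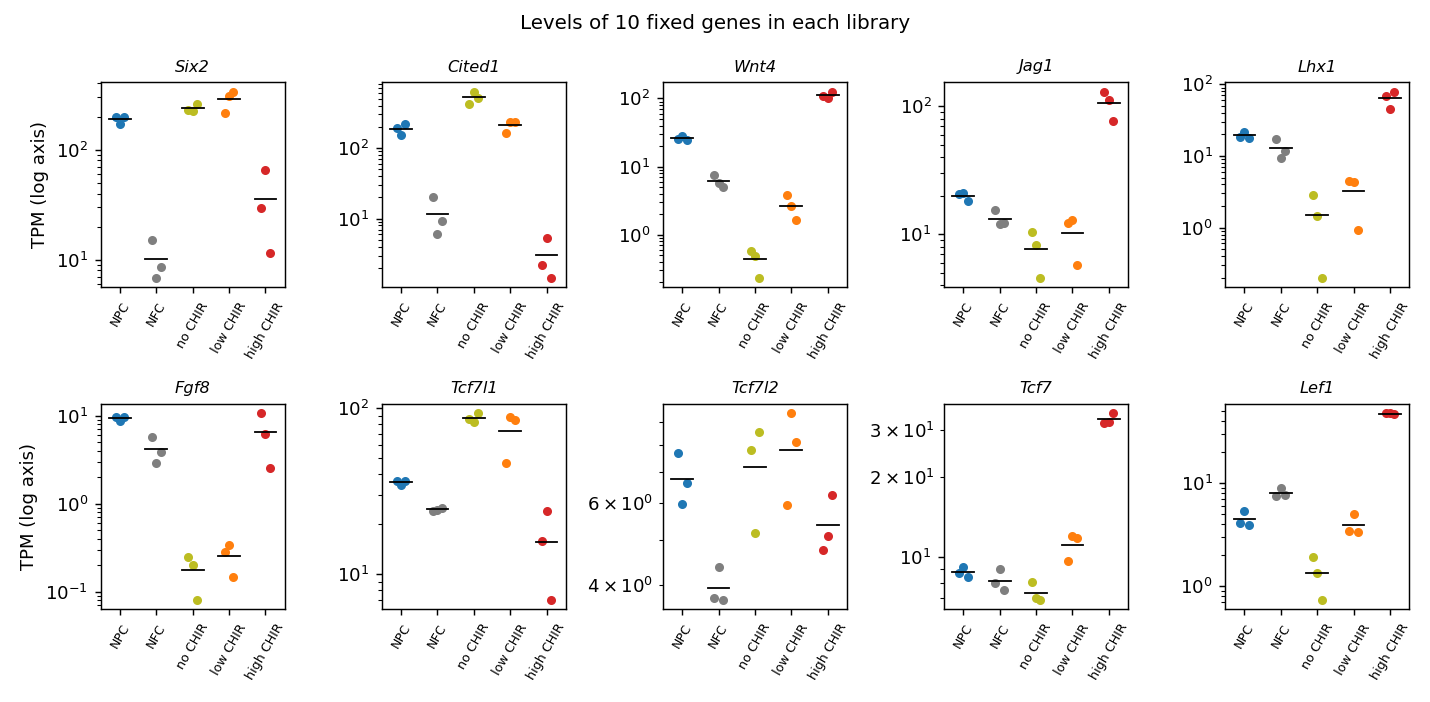
TPM on a log axis of the 10 fixed genes in each of the 15 libraries, by group. Points are libraries and lines are group means; Six2 means run from 10.2 TPM in NFC to 287.4 TPM in low CHIR, and Lef1 means from 1.34 TPM in no CHIR to 47.3 TPM in high CHIR.

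The comparison of high CHIR with low CHIR asked how NPC cultured at the study's induction dose differed from NPC cultured at its maintenance dose. The level of β-catenin protein was not measured in these data. Of 14 induction genes 9 rose, and of 13 NPC regulators 7 fell. Wnt4 stood at 112.5 ± 12 TPM in high CHIR against 2.67 ± 1.08 TPM in low CHIR (log2 change 4.99, adjusted p = 0.000103), and Six2 at 35.4 ± 27.2 against 287.4 ± 62.4 TPM (-3.27, adjusted p = 0.00729). Besides Wnt4, the largest rises were in Krt23, an epithelial keratin gene, at 55.9 ± 9.09 against 0.0997 ± 0.011 TPM (5.68, adjusted p = 1.93e-05), Aldh1a3, a retinoic acid synthesis gene, at 53.8 ± 37.2 against 0.984 ± 0.357 TPM (4.61), Msx1 (4.42), Rnase12 (4.35) and the fatty acid receptor gene Ffar4 (4.30). The largest falls were in Cited1, at 3 ± 2.08 against 209.8 ± 38.6 TPM (-5.82, adjusted p = 0.000172), the growth factor gene Fgf1 at 0.379 ± 0.404 against 61.3 ± 15.2 TPM (-5.50), Il33 (-4.17), the chemokine gene Cxcl12 (-4.12), Meox2 (-3.97) and Hpgd (-3.73). Krt23 (NM_033373) lies on chromosome 11 from 99477974 to 99493137, Wnt4 (NM_009523) on chromosome 4 from 137277489 to 137299726 and Fgf1 on chromosome 18 from 38838673 to 38929472.

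Of 14 induction genes tested, 9 rose and none fell, also adjusted over the list alone (median 1.63, camera adjusted p = 1.33e-07; adjusted p = 0.422 with an estimated correlation). The study names 7 members of this list on these samples, so this count is not independent evidence. Jag1 stood at 106.4 ± 27.2 against 10.3 ± 3.95 TPM (3.29, adjusted p = 0.00101), Lhx1 at 64.2 ± 17.1 against 3.24 ± 2 TPM (4.05, adjusted p = 0.0013), Fgf8 at 6.45 ± 4.03 against 0.257 ± 0.0998 TPM (2.41, adjusted p = 0.00656) and Emx2 at 59.4 ± 16.4 against 4.06 ± 1.53 TPM. The chemokine receptor gene Cxcr4 stood at 127.5 ± 61.9 against 55.4 ± 8.41 TPM (adjusted p = 0.112; 0.00123 without high CHIR 3 and 0.011 with all 15 libraries in one fit) and Pax8 at 87.4 ± 7.52 against 62.6 ± 19.6 TPM (0.146). Of 13 NPC regulators, 7 fell and none rose, with 8 and 1 adjusted over the list alone (median -1.28, camera adjusted p = 0.00708; adjusted p = 0.643 with an estimated correlation), again partly on members the study names and so not independent. Eya1 fell from 56.3 ± 13.5 to 10.4 ± 3.94 TPM and Osr1 from 17.2 ± 3.23 to 2.81 ± 1.18 TPM. Pax2 stood at 220.4 ± 86.1 against 98 ± 29.3 TPM (adjusted p = 0.06; 0.0151 without high CHIR 3, 0.0035 with all 15 libraries in one fit, 0.0434 after removal of haemoglobin genes and Rn45s, and 0.00995 with a term for low CHIR 2, low CHIR 3 and high CHIR 2, below called the 3-library term) and Sall1 at 193.9 ± 56.7 against 155.6 ± 22.7 TPM (0.445; 0.0447 without high CHIR 3). Libraries of high CHIR spread widely for several of these genes, with Six2 at 29.5, 65 and 11.6 TPM in high CHIR 1, 2 and 3, the last being the library with 8.03% Rn45s.

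Canonical Wnt targets rose. Of 13 tested, 11 rose and 1 fell, also adjusted over the list alone (median 1.89, camera adjusted p = 3.54e-11; adjusted p = 0.418 with an estimated correlation); the study names Wnt signalling and the shifts of TCF/LEF genes in this comparison, so neither is independent evidence. The Wnt feedback genes Axin2 and Notum stood at 28.7 ± 1.14 against 4.48 ± 0.483 TPM (2.44) and 14.3 ± 4.27 against 0.087 ± 0.0173 TPM (3.77), and Sp5 at 19.1 ± 4.74 against 0.364 ± 0.0699 TPM (3.85), while the Wnt inhibitor gene Dkk1 had an adjusted p of 0.433. TCF/LEF genes moved apart. Lef1 stood at 47.3 ± 0.231 against 3.94 ± 0.904 TPM (3.30, adjusted p = 0.000103) and Tcf7 at 32.8 ± 1.52 against 11.1 ± 1.25 TPM (1.48, adjusted p = 0.000427), whereas Tcf7l1 fell from 73.2 ± 22.8 to 15.6 ± 8.52 TPM (-2.25, adjusted p = 0.0121). The call of Tcf7l1 was lost without low CHIR 2 (-2.095, adjusted p = 0.052) or low CHIR 3 (-2.126, adjusted p = 0.0506), at changes of similar size. Tcf7l2 stood at 5.38 ± 0.782 against 7.82 ± 1.74 TPM (-0.46, adjusted p = 0.114; 0.0425 without low CHIR 1 and 0.0498 with all 15 libraries in one fit). The co-repressor gene Tle2 fell from 26.9 ± 5.42 to 11.1 ± 5.19 TPM (-1.29, adjusted p = 0.0453), with a change from -1.51 to -1.19 but no call without any 1 of low CHIR 1, low CHIR 2, low CHIR 3 and high CHIR 1 (0.0643, 0.145, 0.141 and 0.0597). It was also not called with no filter on low values (0.0729), with a pseudocount of 0.1 (0.0515) or with the 3-library term (0.0719), and was -0.86 without high CHIR 3 (0.0171). Ctnnb1, which encodes β-catenin, stood at 173.6 ± 46.8 against 234.1 ± 16.5 TPM (0.159; 0.0216 with all 15 libraries in one fit). Of the 10 TCF/LEF and TLE genes, 2 rose and 2 fell, with 3 and 2 adjusted over the list alone, and the list was not called (camera adjusted p = 0.614, test direction up; its median was below 0 and its mean above 0).

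Within retinoic acid genes the synthesis enzyme genes moved in opposite directions. Aldh1a2 rose from 18.4 ± 0.179 to 218.4 ± 51.7 TPM (3.47) and Rdh10, an earlier enzyme of the pathway, fell from 61.8 ± 8.87 to 6.02 ± 3.46 TPM (-3.26). The list, with 2 of 6 genes up and 1 down, also over the list alone, was not called (camera adjusted p = 0.189). The binding protein gene Crabp2 had an adjusted p of 0.407 (0.016 without high CHIR 3). Ureteric markers rose in 3 of 6 tested genes, 4 adjusted over the list alone, with none falling (median 0.58, camera adjusted p = 0.00977; adjusted p = 0.418 with an estimated correlation). Some members are also expressed in early nephron epithelium, among them the adhesion gene Epcam at 16 ± 1.9 against 9.48 ± 0.481 TPM (0.69, adjusted p = 0.00725). Cdh1 (adjusted p = 0.0453) lost its call without any 1 of the 6 libraries, with values from 0.0622 to 0.162, with no filter on low values (0.0607), with a pseudocount of 0.1 (0.0577) and with the 3-library term (0.0741), and Hoxb7 (0.0285) without any but high CHIR 3, with values from 0.0525 to 0.117. Krt18 had an adjusted p of 0.0572 (0.00158 without high CHIR 3, 0.0208 with quantile normalization, 0.00886 with all 15 libraries in one fit and 0.0379 after removal of haemoglobin genes and Rn45s). Immediate early genes rose in 6 and fell in 2 of 18, with 6 and 3 adjusted over the list alone. Their median was 0.36 (camera adjusted p = 0.0216, but 0.12 without high CHIR 2 and 0.668 with an estimated correlation). The mean level of this list in high CHIR 3 was 2.796 in log2, below all low CHIR libraries (2.893 to 2.96). It was 3.341 and 3.437 in high CHIR 1 and 2. S phase genes (2 of 19 rose, 1 adjusted over the list alone; camera adjusted p = 0.0318; adjusted p = 0.688 with an estimated correlation) and stress response genes (none of 12 passed, also over the list alone; 0.0318; adjusted p = 0.675 with an estimated correlation) were called as lists. The S phase list was not called without high CHIR 3 (0.779), without low CHIR 1 (0.0541) or with the 3-library term (0.0782), and high CHIR 3 had a mean level of 5.548 in log2 against 5.081 and 5.092 in high CHIR 1 and 2 and 5.094 to 5.111 in low CHIR. The stress response list was not called with the 3-library term (0.0513) or without low CHIR 2, low CHIR 3, high CHIR 1 or high CHIR 2 (0.0801, 0.0574, 0.0731 and 0.109), and its mean level in high CHIR 3 (4.497) lay below those of all low CHIR libraries. The 14 Wnt9b-dependent genes were not (3 rose and 3 fell, 4 and 5 adjusted over the list alone; camera adjusted p = 0.937, test direction up with median and mean below 0).

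In all, 2485 of 11434 genes were called between high and low CHIR, 34.8% of them higher in high CHIR, and 340 changes were large (163 higher and 177 lower). With quantile normalization 46.8% of 2438 called genes were higher. Large changes were then 191 higher and 140 lower, without high CHIR 3 186 and 150, and after removal of haemoglobin genes and Rn45s 172 and 170. The count was 1251 without low CHIR 2, 1099 without low CHIR 3 and 1395 without high CHIR 1. Without low CHIR 2, low CHIR 3 and high CHIR 2, which share a pattern of transcript values across doses, 50 genes were called and 1273 had an unadjusted p under 0.05. A pseudocount of 0.1 enlarged the rises of Msx1, Fgf8, Notum and Cdh1 by over 1.5 times, to 7.45, 4.02, 6.22 and 0.84.

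**Figure D2:**
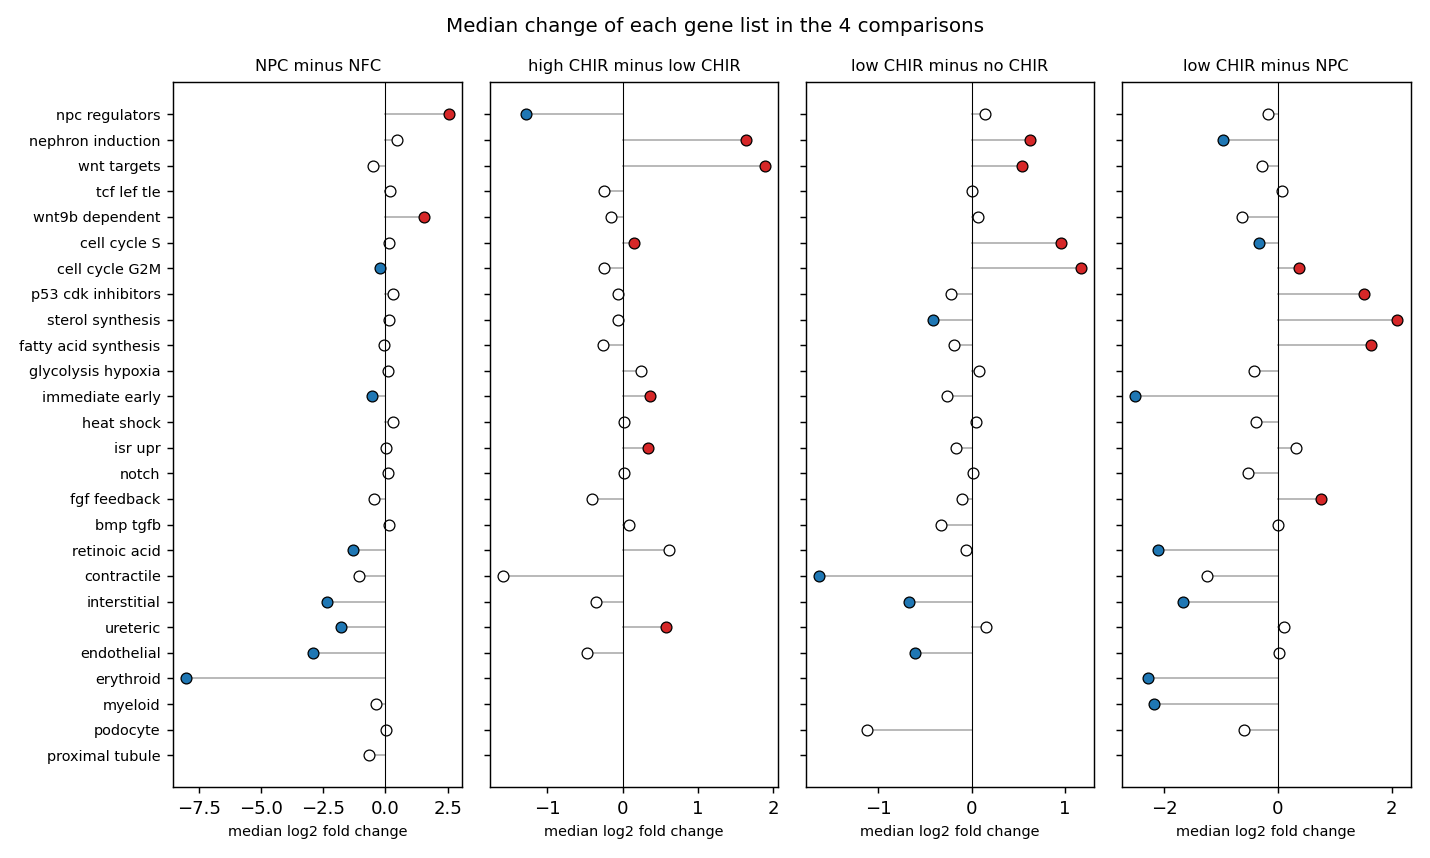
Median log2 change of the members of each gene list in the 4 comparisons, for lists with at least 3 tested genes. Filled points are lists with a camera adjusted p under 0.05, red above 0 and blue below 0, and none of these held with an estimated correlation; sterol synthesis has a median of -0.42 between low and no CHIR and 2.10 between low CHIR and NPC.

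The comparison of low CHIR with no CHIR asked what the low dose, which supports self-renewal, changes. All 22 G2/M genes and 18 of 19 S phase genes rose, and all 4 contractile genes of smooth muscle fell. In this comparison the 3-library term leaves the change to low CHIR 1 alone, so its values given below rest on 1 low CHIR library. Cited1 stood at 209.8 ± 38.6 TPM in low CHIR against 522.1 ± 105 TPM in no CHIR (-1.31, adjusted p = 0.00284), while Six2 stood at 287.4 ± 62.4 against 239.2 ± 19.6 TPM (0.24, adjusted p = 0.312; 0.0155 without low CHIR 1). The largest rises were in Cited2, a CBP/p300 co-factor gene, at 108.1 ± 15.5 against 24.6 ± 5.45 TPM (2.10, adjusted p = 0.000579), Lmcd1 (1.90), Sgms2, a sphingomyelin synthase gene (1.71), Plet1 (1.57), Mns1 (1.57; 0.99 with the 3-library term) and the S phase cyclin gene Ccne2 (1.55, adjusted p = 0.0018). The largest falls were in Pcdh17 (-2.96, adjusted p = 0.000215), Spp1, which encodes osteopontin, at 55.9 ± 16 against 397.2 ± 54.2 TPM (-2.84), Tagln (-2.54, adjusted p = 0.000139), Myl9 (-2.42), Fam19a4 (-2.32) and Tgoln2 (-2.24, adjusted p = 0.0368). The call of Tgoln2 was lost without any 1 of no CHIR 1, 2 and 3 (0.0694, 0.12 and 0.0849) and of low CHIR 2 and 3 (0.155 and 0.102), with no filter on low values (0.0765) and with the 3-library term (-0.51, 0.287). Cited2 (NM_010828) lies on chromosome 10 from 17723218 to 17725674, Spp1 on chromosome 5 from 104435118 to 104441050 and Tagln (NM_011526) on chromosome 9 from 45929619 to 45936058.

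All 22 G2/M genes rose, also adjusted over the list alone (median 1.18, camera adjusted p = 6.27e-18; adjusted p = 0.418 with an estimated correlation), and the study names cell cycle terms in this comparison, so the counts here and for S phase genes are not independent evidence. Among them were Birc5, a mitotic regulator gene, at 65.8 ± 3.25 against 24.4 ± 4.27 TPM (1.41, adjusted p = 0.000803) and Ccna2 at 65.6 ± 5.7 against 25.9 ± 6.36 TPM (1.33, adjusted p = 0.0022). Of 19 S phase genes, 18 rose and 19 adjusted over the list alone (median 0.95, camera adjusted p = 6.34e-15; adjusted p = 0.418 with an estimated correlation), with Rrm2, a subunit of ribonucleotide reductase, at 89.8 ± 6.9 against 34.9 ± 8.11 TPM (1.36, adjusted p = 0.00155) and the replication factor gene Mcm10 at 15.1 ± 0.392 against 5.93 ± 1.27 TPM. Gins2 stood at 24.3 against 18.1 TPM (0.111; 0.0272 with the 3-library term). Of 13 p53 targets and CDK inhibitors, 3 fell and none rose, 5 adjusted over the list alone, and the list was not called (camera adjusted p = 0.2).

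Wnt targets rose in 7 and fell in 1 of 9, also adjusted over the list alone (median 0.54, camera adjusted p = 0.00115; adjusted p = 0.429 with an estimated correlation). Axin2 stood at 4.48 ± 0.483 against 1.05 ± 0.159 TPM (1.42, adjusted p = 0.000573) and Tnfrsf19 at 2.34 ± 0.59 against 0.46 ± 0.28 TPM (1.19), while Lgr5, an R-spondin receptor gene, fell from 29.9 ± 5.65 to 12 ± 1.81 TPM (-1.24, adjusted p = 0.00211). Dkk1 had an adjusted p of 0.382. Lef1 stood at 3.94 ± 0.904 against 1.34 ± 0.594 TPM (1.10, adjusted p = 0.00715; 0.091 with the 3-library term) and Tcf7 at 11.1 ± 1.25 against 7.32 ± 0.622 TPM (0.54, adjusted p = 0.0108). The call of Tcf7 was lost without no CHIR 3 (0.0503) or low CHIR 3 (0.0554) and with the 3-library term (0.36, 0.0995). Tcf7l1 stood at 73.2 ± 22.8 against 87.5 ± 5.16 TPM (-0.31, adjusted p = 0.333; -0.88, adjusted p = 0.0134 with the 3-library term) and Tcf7l2 at 7.82 ± 1.74 against 7.18 ± 1.77 TPM (0.11, adjusted p = 0.701), which was -0.08 without no CHIR 2 and -0.01 without low CHIR 2. Of 10 TCF/LEF and TLE genes, 2 rose and 1 fell, also over the list alone (camera adjusted p = 0.536). Induction genes rose in 5 of 13, none falling, also adjusted over the list alone. This count is not independent of the study's choice of members. The median was 0.63 (camera adjusted p = 0.00219, but 0.675 with an estimated correlation, and 0.217 with fry). The mean log2 level of the list overlapped between the groups. It was 2.743, 2.796 and 2.016 in low CHIR 1, 2 and 3, and 2.402, 2.095 and 1.487 in no CHIR 1, 2 and 3. Wnt4 stood at 2.67 ± 1.08 against 0.435 ± 0.181 TPM (1.32, adjusted p = 0.00401) and Cxcr4 at 55.4 ± 8.41 against 30.1 ± 3.68 TPM (0.85, adjusted p = 0.00438). Pax8 (1.31, adjusted p = 0.0244) lost its call without no CHIR 2 (0.0654) or low CHIR 2 (0.0785), and Emx2 (1.17, adjusted p = 0.0247) without no CHIR 2, no CHIR 3 or low CHIR 2 (0.0785, 0.0638 and 0.0772). Neither was called with the 3-library term (0.156 and 0.166) or with no filter on low values (0.0576 and 0.0573). Jag1 stood at 10.3 ± 3.95 against 7.72 ± 2.92 TPM (0.36, adjusted p = 0.444), Lhx1 at 3.24 ± 2 against 1.49 ± 1.33 TPM (0.78, adjusted p = 0.275), and Fgf8 stayed under the filter. Ccnd1 (0.40, adjusted p = 0.587) and Dll1 (0.03, adjusted p = 0.974) were not called and their changes turned to -0.07 and -0.46 without no CHIR 3. Of 14 Wnt9b-dependent genes, again not the full 16 that the study examined, 5 rose and 1 fell, 6 and 1 adjusted over the list alone, and the list was not called (camera adjusted p = 0.134; 0.0145 with the 3-library term); Itga8 stood at 171 ± 21.3 against 155 ± 20.9 TPM (0.477). Fam19a5 and Slc12a2 rose, whereas Pla2g7 was not called (-0.41, adjusted p = 0.224). Without low CHIR 2, Pla2g7 was called lower in low CHIR (-0.68, adjusted p = 0.0376). The call of Fam19a5 was lost, at changes from 0.49 to 0.56, without no CHIR 2, no CHIR 3 or low CHIR 3 (0.0552, 0.06 and 0.0538), and that of Slc12a2, at changes from 0.39 to 0.60, without no CHIR 2, low CHIR 1, low CHIR 2 or low CHIR 3 (0.0565, 0.0587, 0.0689 and 0.0693) or with no filter on low values (0.063). With the 3-library term neither was called, at changes of 0.57 and 0.73 (0.102 and 0.0639). NPC regulators rose in 4 and fell in 2 of 13, also over the list alone (camera adjusted p = 0.208).

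Sterol synthesis genes fell in 16 of 24, 17 adjusted over the list alone, with none rising (median -0.42, camera adjusted p = 3.38e-05; adjusted p = 0.553 with an estimated correlation). Tm7sf2, a sterol reductase gene, stood at 48.7 ± 10.6 against 90.7 ± 8.59 TPM (-0.90; -0.57 with the 3-library term, adjusted p = 0.0493) and Mvd, of the mevalonate pathway, at 40 ± 6.15 against 65.5 ± 5.88 TPM (-0.71; -0.47 with that term, adjusted p = 0.0581). Pcsk9, a list member that is not a synthesis gene, fell by 0.79 on the log2 scale. Its call was lost, at changes from -0.78 to -0.61, without any 1 of no CHIR 1, no CHIR 2, low CHIR 2 and low CHIR 3 (0.0684, 0.0951, 0.0884 and 0.0907), with the 3-library term (-0.29, 0.287) or with no filter on low values (0.0596). Hmgcs1 stood at 213.4 ± 13.5 against 278.5 ± 58.6 TPM (adjusted p = 0.134) and Idi1 had an adjusted p of 0.44, and without no CHIR 2 these were 0.0174 and 0.0336. All 4 contractile genes of smooth muscle fell, also adjusted over the list alone (median -1.64, camera adjusted p = 0.000474; adjusted p = 0.418 with an estimated correlation), with Myl9, a myosin light chain gene, at 9.01 ± 1.12 against 52.4 ± 5.22 TPM (-2.42, adjusted p = 0.000139), the actin-binding gene Tagln at 2.24 ± 0.146 against 18 ± 2.34 TPM and Acta2 at 0.899 ± 0.206 against 2.46 ± 0.51 TPM. Des (-0.45, adjusted p = 0.0132) lost its call without no CHIR 3 (0.0524) or low CHIR 3 (0.0577) and with all 15 libraries in one fit (0.253). Interstitial markers also fell (5 of 9, 6 adjusted over the list alone; camera adjusted p = 0.0359; adjusted p = 0.418 with an estimated correlation), as did endothelial markers (3 of 5, also over the list alone; 0.023; adjusted p = 0.418 with an estimated correlation). Without no CHIR 2 or low CHIR 1 neither list was called (0.0712 and 0.0751 for interstitial, 0.0587 and 0.0631 for endothelial markers), and endothelial markers were not with the 3-library term (0.0607).

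In all, 3263 of 11535 genes were called between low and no CHIR, 33.6% of them higher in low CHIR, and 376 changes were large (201 higher and 175 lower). With quantile normalization 49.3% of 3057 called genes were higher. Large changes were 146 higher and 170 lower without no CHIR 2, and 243 and 279 without low CHIR 1. The count was 1662 without no CHIR 3, 1743 without low CHIR 2 and 1535 without low CHIR 3. It was 1328 with the 3-library term. Without those 3 libraries 8 genes were called and 2708 had an unadjusted p under 0.05. With a pseudocount of 0.1 the rises of Wnt4, Tnfrsf19 and Fam19a5 were 2.36, 2.20 and 0.96 and the change of Acta2 was -1.36, each over 1.5 times larger.

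**Figure D3:**
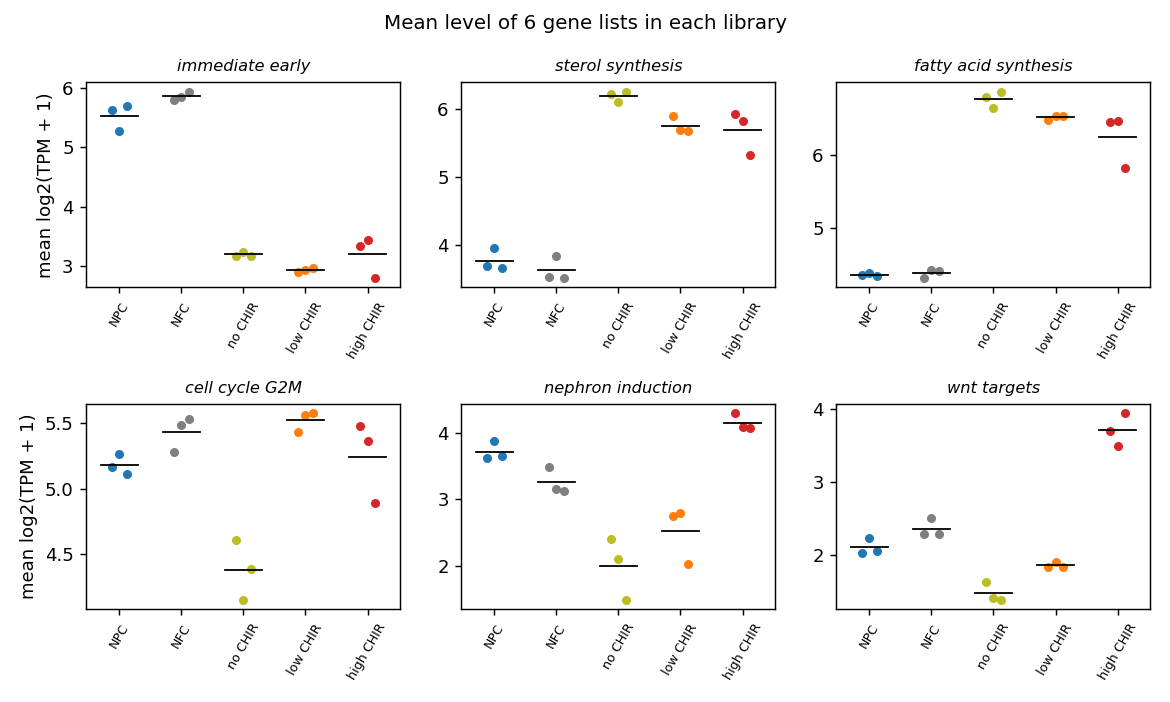
Mean log2(TPM + 1) of 6 gene lists in each of the 15 libraries, by group. Points are libraries and lines are group means; all 9 cultured libraries lie below the fresh ones for immediate early genes and above them for sterol and fatty acid synthesis.

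The comparison of low CHIR with freshly isolated NPC asked how progenitors in self-renewal culture differ from those just taken from the kidney. All 24 genes of the sterol synthesis list and all 12 of the fatty acid synthesis list rose. Of 19 immediate early genes, 16 fell. Scd1, a fatty acid desaturase gene, stood at 179 ± 26.9 TPM in low CHIR against 4.02 ± 0.719 TPM in NPC (5.16, adjusted p = 2.31e-07), and Fos at 2.09 ± 0.205 against 464.2 ± 128 TPM (-7.19, adjusted p = 2.31e-07). Other largest rises were in Spp1 at 55.9 ± 16 against 0.236 ± 0.103 TPM (5.49, adjusted p = 5.94e-07), Nqo1, a quinone reductase gene, at 112.6 ± 17.7 against 1.96 ± 0.243 TPM (5.25, adjusted p = 2.03e-07), the imprinted gene Peg10 (4.58), Cbr2 (4.35) and Me1, which supplies NADPH (4.18, adjusted p = 1.13e-07). Besides Fos, the largest falls were in Fosb (-6.91), Dhrs3, a retinaldehyde reductase gene (-4.09), Klf2 (-4.06), Jun (-3.83, adjusted p = 2.03e-07) and Egr3 (-3.83). Scd1 (NM_009127) lies on chromosome 19 from 44394455 to 44407879, Fos (NM_010234) on chromosome 12 from 85473890 to 85477273 and Nqo1 on chromosome 8 from 107388225 to 107403206. Libraries of fresh and cultured cells belong to different library name series, so culture and series cannot be told apart. As before, values with the 3-library term rest on low CHIR 1 alone.

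All 24 sterol synthesis genes rose, also adjusted over the list alone (median 2.10, camera adjusted p = 2.25e-14; adjusted p = 0.418 with an estimated correlation), a theme the study names on these samples and thus not independent evidence. Msmo1 stood at 115.3 ± 15.2 against 14.6 ± 4.79 TPM (2.94) and Nsdhl at 88.2 ± 8.62 against 11.2 ± 1.4 TPM (2.88). The LDL receptor gene Ldlr, a list member that is not a synthesis gene, stood at 63.1 ± 4.62 against 9.46 ± 2.68 TPM (2.64). All 12 fatty acid synthesis genes rose, also over the list alone (median 1.64, camera adjusted p = 2.57e-09; adjusted p = 0.238 with an estimated correlation), with Scd2 at 936.6 ± 29.8 against 182.1 ± 3.95 TPM (2.36). Immediate early genes fell in 16 and rose in 2 of 19, 17 and 2 adjusted over the list alone (median -2.51, camera adjusted p = 6.63e-08; adjusted p = 0.418 with an estimated correlation), with Jun genes that the study names. Nr4a1 stood at 3.75 ± 0.767 against 55 ± 11.8 TPM and Klf6 at 12.8 against 14.7 TPM (0.0784; 0.0245 with quantile normalization). Of 12 p53 targets and CDK inhibitors, 9 rose and 1 fell, also over the list alone (median 1.52, camera adjusted p = 9.11e-05; adjusted p = 0.418 with an estimated correlation). Cdkn1a, which encodes the CDK inhibitor p21, stood at 49.9 ± 9.13 against 3.25 ± 0.214 TPM (3.57), Cdkn2b at 12.9 ± 1.09 against 0.0477 ± 0.0137 TPM (3.73) and Ccng1 at 95.3 ± 15 against 10.7 ± 1.42 TPM (3.04). Cdkn1b (adjusted p = 0.0867; 0.0311 without NPC 1) and the apoptosis gene Bbc3 (6.91 against 6.73 TPM, 0.943) were not called, and the change of Bbc3 turned to -0.03 without NPC 3 and -0.14 without low CHIR 1.

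Among progenitor and induction genes, Six2 stood at 287.4 ± 62.4 against 189.6 ± 15.5 TPM (0.58, adjusted p = 0.0164), a call lost without NPC 2 (0.51, adjusted p = 0.0715) or low CHIR 3 (0.45, 0.0613), with all 15 libraries in one fit (0.266) or with the 3-library term (0.20, adjusted p = 0.166), and Cited1 at 209.8 ± 38.6 against 188.7 ± 34 TPM (0.15, adjusted p = 0.485). Of 13 NPC regulators, 5 rose and 4 fell, 5 and 5 adjusted over the list alone (camera adjusted p = 0.94). Induction genes fell in 11 and rose in 1 of 15, 11 and 2 adjusted over the list alone (median -0.97, camera adjusted p = 0.00943; adjusted p = 0.688 with an estimated correlation and 0.0556 with the 3-library term), which is not independent of the study's choice. Fgf8 stood at 0.257 ± 0.0998 against 9.27 ± 0.612 TPM (-3.03, adjusted p = 4.06e-07), Wnt4 at 2.67 ± 1.08 against 26.3 ± 1.92 TPM (-2.93, adjusted p = 8.07e-06), Lhx1 at 3.24 ± 2 against 19.4 ± 2.18 TPM (-2.41, adjusted p = 0.000667), Osr2 at 0.0853 ± 0.0621 against 8.22 ± 3.22 TPM (-3.03) and Jag1 at 10.3 ± 3.95 against 20 ± 1.52 TPM (-0.97, adjusted p = 0.0108; 0.189 with the 3-library term, and -0.63 without low CHIR 3). Pax8 (adjusted p = 0.0667; 0.0081 without low CHIR 3) and Dll1 (0.893; 0.00703 without low CHIR 3) were not called, and the change of Dll1 turned to -0.21 without low CHIR 1 and -0.14 without low CHIR 2. Of TCF/LEF genes, Tcf7l1 stood at 73.2 ± 22.8 against 35.8 ± 1.11 TPM (0.96, adjusted p = 0.0056; 0.38, adjusted p = 0.00656 with the 3-library term), Tcf7l2 at 7.82 ± 1.74 against 6.77 ± 0.87 TPM (0.17, adjusted p = 0.383; 0.0297 without low CHIR 1) and Lef1 at 3.94 ± 0.904 against 4.48 ± 0.803 TPM (-0.16, adjusted p = 0.412). Tcf7 stood at 11.1 ± 1.25 against 8.77 ± 0.412 TPM (0.31, adjusted p = 0.029), a call lost without NPC 1, NPC 3, low CHIR 2 or low CHIR 3 (0.0733, 0.102, 0.098 and 0.109) and with the 3-library term (0.13, 0.309). TCF/LEF and TLE genes (4 of 10 rose and 2 fell, also over the list alone; camera adjusted p = 0.767), Wnt targets (2 of 9 rose and 5 fell, also over the list alone; 0.267) and Wnt9b-dependent genes (4 of 14 rose and 8 fell, also over the list alone; 0.365) were not called as lists.

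FGF feedback genes rose in 7 of 9, none falling, also adjusted over the list alone (median 0.76, camera adjusted p = 0.00586; adjusted p = 0.418 with an estimated correlation). Spry1, which restrains receptor tyrosine kinase signalling, stood at 176.2 ± 9.69 against 45.8 ± 3.45 TPM (1.92) and Spry4 at 33.1 ± 1.26 against 8.79 ± 0.669 TPM (1.80), while Spry2 stood at 19.8 against 21.5 TPM (0.381) and Il17rd at 19.4 against 20.5 TPM (0.577; its change turned to 0.02 without low CHIR 3). Retinoic acid genes fell in 6 and rose in 1 of 7, also over the list alone (median -2.11, camera adjusted p = 0.00282; adjusted p = 0.418 with an estimated correlation), with Aldh1a2 at 18.4 ± 0.179 against 143.2 ± 12.5 TPM (-2.89) and the receptor gene Rarb at 0.528 ± 0.121 against 11.2 ± 0.556 TPM (-3.00). Markers of 3 other cell types were also lower in culture than in fresh NPC. Myeloid markers fell in 10 of 11, also over the list alone (median -2.18, camera adjusted p = 2.45e-06; adjusted p = 0.429 with an estimated correlation), with the complement gene C1qa at 0.0467 ± 0.0153 against 7.45 ± 2 TPM and the receptor gene Csf1r at 0.192 ± 0.117 against 5.03 ± 1.5 TPM, and Cd68 at 3.42 against 4.29 TPM (0.213; 0.0496 without low CHIR 2 and 0.00273 with the 3-library term). Interstitial markers fell in 8 of 10, also over the list alone (median -1.67, camera adjusted p = 0.000164; adjusted p = 0.418 with an estimated correlation), and 3 of 3 erythroid markers fell, also over the list alone (median -2.28, camera adjusted p = 0.0166; adjusted p = 0.502 with an estimated correlation). Ureteric markers (3 of 7 rose and 1 fell, 3 and 2 adjusted over the list alone; median 0.11, camera adjusted p = 0.54) and endothelial markers (1 of 3 rose and 1 fell, also over the list alone; median 0.03, 0.843) were not called. G2/M genes rose in 14 and fell in 2 of 22, also over the list alone (camera adjusted p = 0.00786; adjusted p = 0.668 with an estimated correlation), and S phase genes fell in 10 of 19, 12 adjusted over the list alone (median -0.33, camera adjusted p = 0.0182; adjusted p = 0.675 with an estimated correlation). Lists that were not called here include heat shock genes (1 of 9 rose and 7 fell, 1 and 8 adjusted over the list alone; camera adjusted p = 0.0642, and 0.029, 0.0413 and 0.0445 without NPC 1, 2 and 3), the stress and unfolded protein responses (6 of 12 rose and 2 fell, 6 and 3 adjusted over the list alone; 0.211, and 0.0189 with the 3-library term), Notch genes (2 of 11 rose and 5 fell, also over the list alone; 0.225) and BMP and TGF-β targets (3 of 11 rose and 3 fell, 3 and 4 adjusted over the list alone; 0.767).

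In all, 6507 of 11802 genes were called between low CHIR and NPC, 49.4% of them higher in low CHIR, and 492 changes were large (261 higher and 231 lower). With a pseudocount of 0.1 the changes of Klf2, Fgf8, Osr2, C1qa, Csf1r and Cdkn2b were over 1.5 times larger, at -6.44, -4.76, -5.48, -5.66, -4.17 and 6.46.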

Values the study reported

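The study reported that more than 90% of isolated cells were Six2 positive. It gave Tcf7l1 at about 50 TPM, and Tcf7 and Tcf7l2 between 2 and 10 TPM, in low CHIR. It reported that 7 of 16 Wnt9b-dependent genes were elevated in at least 1 isoform in low CHIR against no CHIR.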

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

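The removal of haemoglobin genes and Rn45s, the term for low CHIR 2, low CHIR 3 and high CHIR 2, and leaving those 3 libraries out were chosen after the data were seen, and the other alternatives before. Count models such as DESeq2 and edgeR were not run because the files hold no counts, and read depth, which would set the precision of low values, is unknown. Counts of called genes not named here stayed within 1.5 times the reported ones under every alternative run. With all 15 libraries in one fit, 4388 genes were called between high and low CHIR; the cause was not tested. With transcripts in place of genes, 762 changes between low CHIR and NPC were large, with more features tested. Leaving out 1 library gave from 1099 to 3164 calls between high and low CHIR and from 1535 to 4800 between low and no CHIR. The term for the 3 libraries, which leaves the change from no CHIR or NPC to low CHIR 1 alone, gave 1328 calls between low and no CHIR, 1167 of them shared with the 3263 reported. Without the 3 libraries, 50 genes were called between high and low CHIR and 50 of the changes were large, and between low and no CHIR 8 and 8. These fits rest on 1 low CHIR library, assumed to vary like the others, and at an unadjusted p under 0.05 limma gave 1273 and 2708 genes. Of the named genes that were called, 21 of 37 between high and low CHIR and 43 of 48 between low and no CHIR were not called there, with fewer libraries. The replicate number as a block gave 7661 calls between NPC and NFC and changed, among the results reported, only the calls of Fos, Ier2, Krt18 and Cldn5 and of the myeloid list. In the other comparisons no label ties same-numbered libraries, and whether they share a litter is unknown. For high and low CHIR the r of same-numbered deviations were 0.266, 0.521 and -0.186. They were -0.148, -0.252 and 0.529 for low and no CHIR, and -0.304, -0.145 and -0.046 for low CHIR and NPC. In none of these comparisons, nor between NPC and NFC, did every library correlate best with its own number. The block gave 2186, 2264 and 5543 calls in these 3 comparisons. Under it Tle2 (adjusted p = 0.0562) and Cdh1 (0.0772) between high and low CHIR and Tcf7 between low CHIR and NPC (0.0584) were not called, while Dusp6 between high and low CHIR (0.0318), Lhx1, Cldn5 and the podocyte list between low and no CHIR (0.0153, 0.0343 and 0.0236) and Pax8 between low CHIR and NPC (0.0214) were.

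Of 96 list tests 36 were called, from 33 to 39 with 1 library left out, 38 with the block, 36 with the term, 54 with fry, which does not compare a list with other genes, and 0 with an estimated correlation, where the lowest adjusted p was 0.238 and 8 tests had an unadjusted p under 0.05. That alternative widens the variance of each list by its members' own correlation. It also refers the test to the few residual degrees of freedom of the 6 libraries. The lists were therefore not shown to move beyond their members' correlation. How much of the loss of calls came from either part was not tested. The correlation of the dose steps across genes was 0.085 without low CHIR 1, the lowest of a range up to 0.374.

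No called gene that is named turned its direction. Changes that turned belonged to genes that were not called, and the cause was not tested. After removal of haemoglobin genes and Rn45s the change between NPC and NFC was -0.033 for Tcf7 and -0.068 for Stra6. With the term and, equally, without the 3 libraries, changes between low and no CHIR were -0.135 for Six2, -0.213 for Tcf7l2, -0.063 for Itga8, 0.015 for Spred1 and -0.191 for Meis1, and between low CHIR and NPC -0.174 for Cited1, -0.157 for Tcf7l2, -0.085 for Gapdh, 0.052 for Spry2 and 0.077 for Il17rd. Quantile normalization gave -0.06 for Hk2 between low CHIR and NPC. With 1 library left out, changes ranged from -0.016 to 0.117 for Stra6 between NPC and NFC and from -0.024 to 0.388 for Stra6 between high and low CHIR. Between low and no CHIR they ranged from -0.078 to 0.275 for Tcf7l2, from -0.065 to 0.90 for Ccnd1, from -0.461 to 0.483 for Dll1, from -0.252 to 0.062 for Spred1 and from -0.104 to 0.137 for Meis1. Between low CHIR and NPC they ranged from -0.205 to 0.515 for Dll1, from -0.143 to 0.146 for Bbc3, from -0.024 to 0.064 for Hk2 and from -0.161 to 0.024 for Il17rd.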

Other observations

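All tests of explanations here were chosen after the results were seen, except those on length and GC content, on ribosomal RNA and on other splits of the libraries. Markers of stroma and vessels were at higher levels in no CHIR than in low CHIR. Interstitial markers fell with low CHIR in 5 of 9 genes and 6 adjusted over the list alone (median -0.67, camera adjusted p = 0.0359; adjusted p = 0.418 with an estimated correlation). The list was not called without no CHIR 2 (0.0712) or low CHIR 1 (0.0751). Col1a1, a fibrillar collagen gene, stood at 80.1 ± 9.57 TPM in low CHIR against 195.3 ± 37.5 TPM in no CHIR (SD, n = 3; log2 change -1.26, adjusted p = 0.00192) and the stromal receptor gene Pdgfrb at 8.25 ± 1.74 against 20.2 ± 3.04 TPM (-1.21), while Meis1 stood at 12.4 ± 1.85 against 12.2 ± 1.97 TPM (0.909) and turned to -0.10 without no CHIR 2 and -0.06 without low CHIR 3. Endothelial markers fell in 3 of 5, also adjusted over the list alone (median -0.61, camera adjusted p = 0.023; adjusted p = 0.418 with an estimated correlation), not called without no CHIR 2 (0.0587), without low CHIR 1 (0.0631) or with the term for 3 libraries (0.0607, resting on low CHIR 1 alone). Plvap, which encodes a protein of fenestrated endothelium, stood at 66.4 ± 13.8 TPM in no CHIR, 14.8 ± 3.85 TPM in low CHIR and 0.266 ± 0.117 TPM in high CHIR, against 0.566 ± 0.118 TPM in fresh NPC. Its level in no CHIR was above the 12 ± 5.12 TPM of NFC, the preparation that holds endothelial cells, whereas Pecam1 and Emcn were highest in NFC.

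Of the FGF feedback genes, Spry1 and Spry4 fell at both dose steps. Spry1 stood at 275 ± 23.9 TPM in no CHIR, 176.2 ± 9.69 TPM in low CHIR and 48.5 ± 2.19 TPM in high CHIR, with adjusted p = 0.00498 for the first step and 0.000151 for the second, and Spry4 changed by -0.54 (adjusted p = 0.00451) and -1.14 (0.0023). As a list, 4 of 9 fell between no and low CHIR, also adjusted over the list alone (camera adjusted p = 0.0841; 0.0318 without no CHIR 2), and 4 fell and 1 rose between low and high CHIR, 5 and 1 adjusted over the list alone (0.075), so the list was called at neither step. The member that rose in high CHIR was Il17rd (0.87, adjusted p = 0.0166), which lost its call without low CHIR 2 (0.0569), low CHIR 3 (0.0727) or high CHIR 1 (0.0606). The contractile genes Des and Myl9 fell at both steps, Des from 155.9 ± 6.35 to 29.3 ± 16 TPM at the second (-2.53, adjusted p = 0.00568), though at the first the call of Des was lost without no CHIR 3 (0.0524) or low CHIR 3 (0.0577) and with all 15 libraries in one fit (0.253). Contractile genes as a list, with 2 of 4 falling, also over the list alone, were not called at the second step (camera adjusted p = 0.216; 0.034 without high CHIR 3). Glycolysis and hypoxia genes fell in 10 and rose in 3 of 16 between fresh NPC and low CHIR, also over the list alone, without a call of the list (0.143; 0.0424 without NPC 2). Pdk1, a hypoxia-responsive kinase gene, stood at 1.31 ± 0.236 against 15.4 ± 5.39 TPM (-2.77, adjusted p = 3.31e-05), Gapdh at 525.2 ± 169 against 350.9 ± 14.3 TPM (0.0817; 1.53e-05 without low CHIR 1) and Hk2 at 18 ± 0.335 against 17.6 ± 1.16 TPM (0.799; change -0.02 without NPC 2).

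Both dose steps share the low CHIR libraries. Across 11205 genes tested in both, changes from no to low and from low to high CHIR correlated at r of 0.298, where 200 simulated sets with no effect gave a mean of -0.502 from the shared libraries alone. Genes are not independent replicates. The covariance was 0.0677 against -0.0195 simulated, a difference of 0.0872. The simulated libraries varied independently, whereas low CHIR 2, low CHIR 3 and high CHIR 2 shared deviations. The simulated values leave such sharing out and so are not a full baseline. Between the called genes, 200 rose at both steps and 659 fell at both, where independent lists would give 69.1 and 286.3, and 38 rose and then fell and 54 fell and then rose, where independent lists would give 158.5 and 124.8. Independent lists leave the shared libraries out, so these counts are not read as shared effects. Without low CHIR 1 r was 0.085, without low CHIR 2 0.374 and without low CHIR 3 0.368. A division of the 3 low CHIR libraries between the steps would leave 1 step with 1 low CHIR library. No such value free of shared libraries was made.

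In each comparison the 6 libraries allow 10 splits, too few for a share under 0.05, and in each 1 split, the real one, gave as many called genes and as many large changes as reported. The real and the highest other count of calls were 7321 and 0 for NPC and NFC, 2485 and 3 for high and low CHIR, 3263 and 0 for low and no CHIR, and 6507 and 0 for low CHIR and NPC. For large changes they were 592 and 0, 340 and 2, 376 and 0, and 492 and 0. For NPC and NFC, where the numbers were taken to pair the libraries, though uncertainly, the other splits that part all 3 pairs also gave 0 calls.

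Low CHIR 2, low CHIR 3 and high CHIR 2 shared levels of 68 transcripts that lay more than 2-fold from every other library, 65 of them higher, while none of the 8 other sets of 2 low CHIR and 1 high CHIR libraries had any; a first, wider definition by mean difference gave 578 transcripts. The dose cannot account for it, since the set crosses doses and high CHIR 2 shared its deviations from the group mean with the low CHIR pair (mean r = 0.434). Reads divided differently over isoforms or copies may account for the 68 transcripts. Summed over their 62 host genes the shift was 0.148 of that of the transcripts (0.35 against 2.37 in log2). Still, 12 host sums differed by more than 2-fold. Under the wider definition the share was 0.314, between the bounds set for and against this account, so there it cannot decide. The shared deviations were computed over 12599 gene sums, which division over isoforms of the same gene leaves unchanged. This account was therefore not shown for them. A trend with transcript length or GC content is argued against for the 48 transcripts (70.6%) that had values. After its removal 100% of these stayed more than 2-fold apart. For the transcripts without values it stays open. Over the 16751 expressed transcripts with values, the shift had a rank correlation of 0.094 with length and -0.16 with GC content. No biological explanation other than dose was tested.

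High CHIR 3 differed more than 2-fold from the mean of its replicates in 611 genes, against 76 for high CHIR 1 and 173 for high CHIR 2. Of these, 499 were lower in it and 112 higher. For the lower genes RNA of other cortical cells is argued against: it would have to make up about as much of the library as the progenitors, while 13 markers of such cells with at least 50 TPM in NFC rose by a median of 0 of their NFC level (highest 0.053). For the higher genes it stays open, since 60.7% of them had a higher level in NFC than in high CHIR 1 and 2 (42.4% of all genes did), and interstitial markers had a mean level of 2.664 in log2 against 2.238 and 2.297. Ribosomal RNA taking 8.03% of the total lowers the values of all other genes, so it cannot account for other genes that were higher. For the lower genes it stays open, but only as a part of the cause. After Rn45s was removed, 81.8% of the 611 genes stayed apart. A stronger response to CHIR also stays open. The median deviation of all genes was subtracted from that of genes that rose or fell. Genes that rose then had -0.159 in this library against 0.043 and -0.282 in high CHIR 1 and 2. Genes that fell had -0.069 against -0.044 and 0.411. Its separate library name series holds this library alone among the cultures, so a batch cannot be told apart from the library itself.

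Immediate early genes, also raised by tissue dissociation, were far higher in fresh than in cultured cells. Progenitor identity is argued against, since 6 of 19 were higher in NPC than in NFC (median difference -0.506). A common state of freshly dissociated cells may account for it: 18 of 19 were higher in NFC than in low CHIR (median difference 3.044). NFC is itself a fresh group, so this value extends the pattern to NFC and does not test its cause. Library preparation in a different series cannot be told apart from culture, since 0 of the 9 cultured libraries share a series with the fresh ones.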
